A study of Mus musculus with 4 samples. Its data were reported in "SETD2 deficiency accelerates sphingomyelin accumulation and promotes the development of renal cancer" (2023).

How the data were processed

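H3K36me3 ChIP-seq and input libraries were made from primary renal tubular epithelial cells of C57BL/6 mice, with 1 ChIP and 1 input library for each of 2 genotypes (floxed Setd2 without Cre, and floxed Setd2 with Ksp-Cre). Per the labels, chromatin was crosslinked with formaldehyde, fragmented and immunoprecipitated with an anti-H3K36me3 antibody, and libraries were sequenced with single-end reads on a NextSeq instrument. Groups were taken from the sample labels. The authors describe the ChIP-seq material mostly as the labels do, but in 1 place as cysts and neoplastic masses of MYC-overexpressing mice, and the series text speaks of a second histone modification. The labels were followed here and other material was not analysed.

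According to the submitters' processing notes, reads were trimmed with cutadapt 1.9.1 and Trimmomatic 0.35, checked with FastQC, mapped with Bowtie2 2.2.6 to GRCm38 (mm10), and peaks were called with MACS2 2.1.1. The authors called peaks per ChIP library against its own input, and deposited 1 list per genotype with position, length, summit, summit pileup, -log10 p, fold enrichment and -log10 q of each peak. The signal in the pileup column of the deposited lists is the number of extended fragments over the summit. The fold enrichment of the deposited lists is the ratio of the pileup to the local background, each with a pseudocount of 1. The -log10 p and -log10 q values in the deposited lists come from the authors' peak caller and compare the ChIP library with its input at that peak. All of these scores are the authors' own per-peak values. They were used to describe, rank or filter peaks, and their summaries were set side by side between the lists without a test. Background and scaling values were also derived from them. The lowest -log10 q was 3.09 in the control list and 3.08 in the Setd2-KO list, and the lowest -log10 p was 5.54 and 6.05, so the deposited lists are stricter than the p-value threshold stated in the methods. The authors elsewhere name a filter on false discovery rate and fold enrichment. Most deposited peaks lie below the fold enrichment it names, although the peak numbers given with it are close to those of the deposited lists. It is therefore unclear which filter gave these lists.

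The local background of each peak was recovered from its pileup and fold enrichment. Its lowest value in a list, shared within 1% by 54.8% of control and 52.2% of Setd2-KO peaks, was taken as the genome-wide background, which scales with the depth of the library used for calling. The shortest peaks, whose length MACS by default sets from the fragment length, were 290 bp and 289 bp. These were the only measures of depth used, and no read count was used here. Local background was at least 2 times the genome-wide value at 117 control and 41 Setd2-KO peaks. The largest pileup, on chromosome 2 at Gm10800, was 1452646 in control and 1102073 in Setd2-KO PTECs.

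Genes, exons and transcript starts came from GENCODE mouse release M21 on GRCm38. Each of the 12242 control and 2732 Setd2-KO peaks ended within a sequence of that assembly. Protein-coding genes with distinct symbols on chromosomes 1 to 19, X and Y numbered 21911. The 29 control and 7 Setd2-KO peaks on unplaced scaffolds were counted but not annotated. A peak's class was that of its midpoint, in the order promoter (within 1 kb of a start of a coding gene's transcript), 5' UTR, 3' UTR, coding exon, other exon, intron, intron of a non-coding gene and intergenic. A gene carried a peak when at least 1 bp of a peak lay in its body. Peaks were shared when they overlapped by at least 1 bp. Control peaks were split into 5 groups by fold enrichment, with equal values kept together. Random placement of the peaks of a list, within their own chromosome and within its protein-coding genes, was repeated 1000 times.

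In each of 26 gene lists, the number of members with a control peak was set beside 10000 random lists matched on gene length in 10 bins. The number with a Setd2-KO peak was set beside 10000 lists drawn from genes with a control peak, matched on control covered length in 10 bins. These places describe the libraries and are no test of genotype. The random lists were not matched on expression. Of 482 distinct symbols, 479 matched the annotation, and the 3 others were older names of genes also listed under their present symbol. Named genes followed a rule: Setd2; examples from the up to 4 members of each list with the most bases under control peaks and up to 3 with a Setd2-KO peak; the 10 genes with the most control bases and no Setd2-KO peak; the 10 with the most Setd2-KO bases; the 10 with the most Setd2-KO bases and no control peak; and the 5 peaks of highest fold enrichment in each list. Outside this rule, Zfp182, Ddx3y, Gm10800, Wdr48, Csrnp1, Gm20532 and the zinc finger genes as a group were chosen after their values were seen. Some genes that the rule names are not reported here. The lists, the rule and most alternative settings were fixed before the data were examined. Intervals given beside shares of peaks or genes are 95% Wilson intervals. They take each peak or gene as independent.

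Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. The interval functions were tested on simulated lists of the same size as the control and Setd2-KO lists. All planted overlaps were recovered, and counts for 2732 peaks and 21911 genes matched bedtools 2.31.1. Of 200 simulated lists of 20 genes with no effect, 1.5% lay above the central 95% of random lists, and of 200 with a raised rate 94% did. Alternative settings were stricter fold enrichment (at least 10) and -log10 q (at least 5), joining of peaks within 3 kb, autosomes only, other definitions of overlap and of a gene with a peak, other measures of strength, and, chosen after seeing the data, a fold enrichment of at least 5, removal of peaks on raised background, an equal -log10 p in both lists and removal of zinc finger genes. Words of 32 bases in peaks were counted over the whole assembly on both strands.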

Results

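H3K36me3, a histone mark that SETD2 deposits on the bodies of transcribed genes, was profiled by chromatin immunoprecipitation and sequencing (ChIP-seq) in primary renal tubular epithelial cells (PTECs) isolated from mouse kidney cortex. Control PTECs carried floxed Setd2 alleles without Cre, and Setd2-KO PTECs carried the same alleles with Cre recombinase under the kidney-specific Ksp promoter. Each genotype had 1 ChIP library and 1 input library, 4 libraries in total, and the authors called peaks in each ChIP library against its own input. There were no replicates, so every difference below compares these 2 ChIP libraries, no p-value is given between genotypes, and the 95% intervals cover counting error only. The total read number of each library is not used here. As a measure of depth that the peak lists carry, the genome-wide background pileup was 6.58 overlapping fragments in the control library and 6.54 in the Setd2-KO library, a ratio of 0.994.

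The first question was whether Setd2 itself, the gene deleted in the knockout, carried the mark. Setd2 (GRCm38 chromosome 9, 110532597 to 110618633, plus strand) held 5 control peaks covering 3077 bp and 0 Setd2-KO peaks. In its 21-exon transcript, the control peaks at 110547400 to 110548020, 110552357 to 110553453, 110594001 to 110594555 and 110617931 to 110618331 overlapped exons 3, 4, 15 and 21, and the peak at 110599556 to 110599958 lay in intron 16. The strongest of them, the peak that overlaps exon 4, had a fold enrichment of 5.13 over background, with its summit at 110552551 in the intron before that exon. Which exons are floxed is not given in the sources used here, and a mark lost over the whole gene does not measure recombination, so these peaks do not check the genotype labels.

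The second question was how much of the genome carried called H3K36me3 in each genotype. The control list held 12242 peaks covering 6.43 Mb and the Setd2-KO list 2732 peaks covering 1.44 Mb, so that the control list was 4.48-fold larger in both number and covered length. Every autosome had fewer Setd2-KO than control peaks. The ratio ranged from 2.47 on chromosome 17 to 5.56 on chromosome 5, and chromosome 13 had a ratio of 3.09. Chromosome X held 8 control and 2 Setd2-KO peaks in 948 protein-coding genes, against 58.7 control peaks per 100 genes on the autosomes. Both X peaks of the Setd2-KO list lay in the intron of Zfp182, a zinc finger gene, and overlapped its 2 control peaks. On chromosome Y, a peak in an intron of Ddx3y (1278072 to 1278975 in the control list) was called in both genotypes. The peaks that were called had similar median strength in each list. Both lists ended at nearly the same limit (lowest -log10 q 3.09 in control and 3.08 in Setd2-KO). Similar medians therefore do not show that the remaining sites kept their control enrichment. The median fold enrichment was 3.83 (quartiles 3.50 and 4.22) in control and 3.85 (quartiles 3.58 and 4.24) in Setd2-KO PTECs, the median -log10 q was 6.77 and 6.78, the median -log10 p was 10.1 and 10.7, and the median summit pileup was 30 fragments in both. Median peak length was 413 bp and 380 bp. At a fold enrichment of at least 10, 10 control peaks and 0 Setd2-KO peaks were left, so no ratio could be given there.

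The peaks of both lists lay mainly in gene bodies. Of the peaks on chromosomes 1 to 19, X and Y, 96.9% (95% CI 96.5 to 97.2) of 12213 control peaks and 94.5% (95% CI 93.6 to 95.3) of 2725 Setd2-KO peaks had their midpoint in a protein-coding gene. Introns held 52.6% (95% CI 51.8 to 53.5) of control peaks and 47.2% (95% CI 45.3 to 49.1) of Setd2-KO peaks. Coding exons held 11.1% (95% CI 10.6 to 11.7) and 15.2% (95% CI 13.9 to 16.6). Without zinc finger genes, coding exons held 10.3% (95% CI 9.78 to 10.9) and 11.8% (95% CI 10.55 to 13.2), whose intervals overlap, whereas those for introns still did not. The intervals take peaks as independent, although a gene can hold several, so overlap or its absence is no test between genotypes. The promoter class, within 1 kb of any annotated start of a coding gene's transcript, held 20.7% and 19.6%, and 3' UTRs held 8.30% and 9.10%, with overlapping intervals. Intergenic sequence held 257 control peaks and 79 Setd2-KO peaks (2.90%, 95% CI 2.33 to 3.60). Along genes of at least 10 kb, split into 5 parts of equal length, the part next to the start held 579 of 11580 pairs of a control peak and a gene and the part at the end 35.8%. In Setd2-KO PTECs these parts held 5.03% and 35.3%. In each part the intervals of the 2 lists overlapped.

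**Figure D1:**
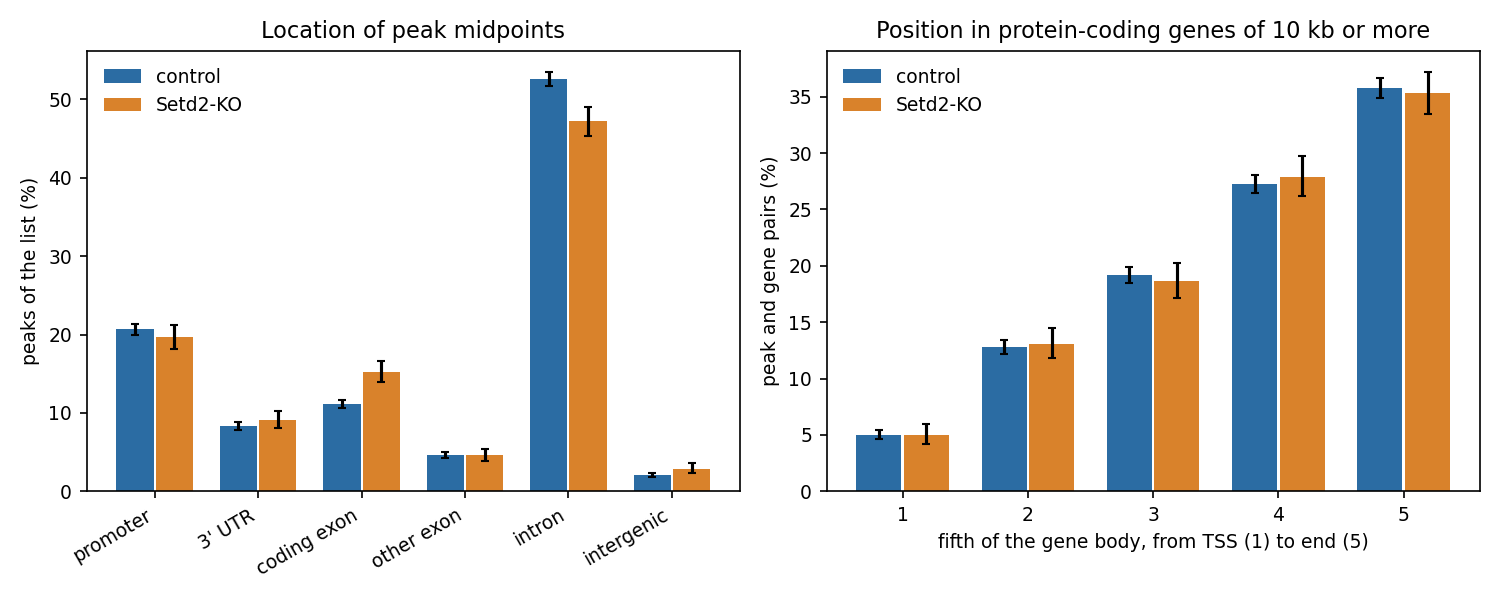
Left, share of peaks (%) of the control (blue) and Setd2-KO (orange) lists by the annotation at the peak midpoint. Right, share of peak and gene pairs (%) in 5 parts of protein-coding genes of at least 10 kb, from start to end; bars are shares with 95% Wilson intervals (counting error only), and the last part held 35.8% in control and 35.3% in Setd2-KO PTECs.

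The next question was which control peaks were still called in Setd2-KO PTECs. Of the 12242 control peaks, 1583 (12.9%, 95% CI 12.3 to 13.5) shared at least 1 bp with a Setd2-KO peak. When peaks within 1 kb also counted as shared, the share of control peaks was 21.4%. Of the 2732 Setd2-KO peaks, 1674 (61.3%, 95% CI 59.4 to 63.1) shared at least 1 bp with a control peak. When Setd2-KO peaks were placed at random within the protein-coding genes of their chromosome, a mean of 1.23% of peaks touched a control peak, with a highest value of 2.24% over 1000 placements. Placement anywhere on the chromosome gave a mean of 0.526%. Both placements also used genes without a control peak, so they do not separate a shared site from a shared marked gene. Among the 1058 Setd2-KO peaks with no control peak at the same place, 874 (82.6%, 95% CI 80.2 to 84.8) lay in a gene that carried a control peak elsewhere. Control peaks were also split into 5 groups by fold enrichment. In the group with the highest fold enrichment (above 4.28), 28.5% (95% CI 26.8 to 30.3) overlapped a Setd2-KO peak, against 10.5% (95% CI 9.33 to 11.8), 7.56%, 7.70% and 10.2% in the other groups, from the lowest up. Ranked by peak length, the lowest group stood at 5.85% and the highest at 32.02%.

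**Figure D2:**
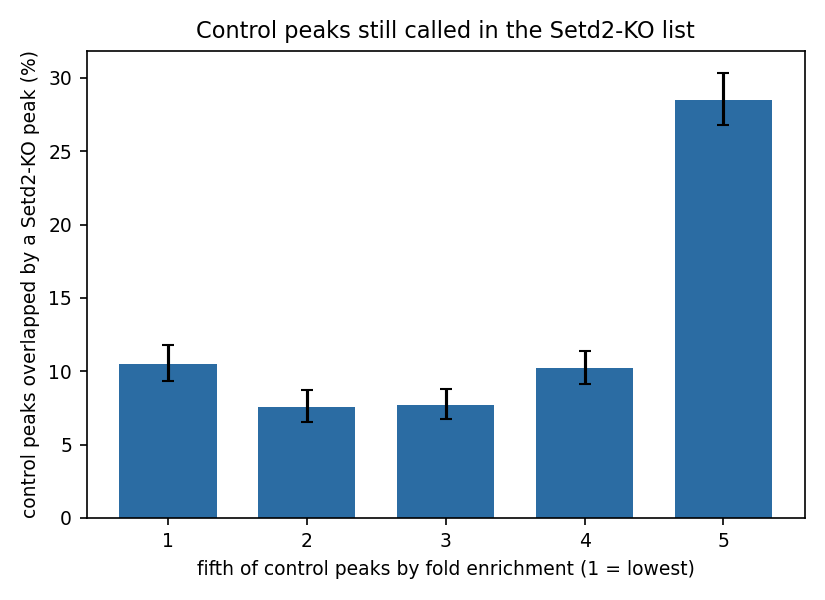
Share of control peaks (%) that share at least 1 bp with a Setd2-KO peak, in 5 groups of control peaks by fold enrichment from lowest (1) to highest (5); error bars are 95% Wilson intervals (counting error only). The highest group stood at 28.5%, and the other groups lay between 7.56% and 10.5%.

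The peaks of highest fold enrichment in the control list lay in Zfp110 (chromosome 7, 12843003 to 12849597, fold enrichment 12.9, intron at the midpoint), Zfp503 (chromosome 14, 21984640 to 21987281, 12.6, coding exon), Slc34a1 (chromosome 13, 55400116 to 55405235, 12.004, promoter class), Zfp810 (chromosome 9, 22276753 to 22284938, 11.9, intron) and Midn (chromosome 10, 80149721 to 80151173, 10.9, promoter class). Slc34a1 encodes the sodium-phosphate cotransporter of the proximal tubule. All 5 overlapped a Setd2-KO peak. In the Setd2-KO list the highest peaks lay in AI987944 (chromosome 7, 41373409 to 41376235, fold enrichment 9.42, coding exon), Zfp120 (chromosome 2, 150116525 to 150118701, 9.12, 3' UTR), Zfp810 (chromosome 9, 22277025 to 22281042, 8.80, coding exon), 2610008E11Rik (chromosome 10, 79065953 to 79068725, 8.35, coding exon) and Zfp938 (chromosome 10, 82225015 to 82227658, 7.96, 3' UTR). All of these overlapped a control peak.

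At the level of genes, 4278 of 21911 protein-coding genes (19.5%) carried at least 1 control peak and 1615 (7.37%) at least 1 Setd2-KO peak. Both lists marked 1475 genes, so that 34.5% (95% CI 33.1 to 35.9) of the genes marked in control PTECs were still marked in Setd2-KO PTECs. Control peaks alone marked 2803 genes and Setd2-KO peaks alone 140 genes, of which 130 had exactly 1 Setd2-KO peak. Within the 1475 genes marked in both, the median covered length was 1785 bp in control and 513 bp in Setd2-KO PTECs, and 1355 of them (91.9%) had fewer bases covered in Setd2-KO PTECs. With at least 2 peaks required per gene, 2567 genes were marked in control, 567 in Setd2-KO PTECs, and 19.6% of the former in both. Gene bodies can overlap, and 544 control peaks and 106 Setd2-KO peaks counted for more than 1 gene.

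The genes with the most bases under control peaks and no Setd2-KO peak were Ass1 (chromosome 2, 31470207 to 31520672), Ndrg1 (chromosome 15, 66929318 to 66969640), Rgl1 (chromosome 1, 152516760 to 152766351), Smarca2 (chromosome 19, 26605050 to 26778322), Supt6 (chromosome 11, 78206746 to 78245987), Col4a1, Trib2, Kidins220, Hnrnpl and Jup. Ass1, argininosuccinate synthase of arginine synthesis, had 27 control peaks over 21882 bp, 43.4% of the gene. Ndrg1, a gene induced by hypoxia, had 17 peaks over 12977 bp. Rgl1, a guanine nucleotide exchange factor for Ral, had 22 peaks over 11810 bp. Smarca2, an ATPase of the SWI/SNF chromatin remodelling complex, had 15 peaks over 9396 bp, and Supt6, a histone chaperone that travels with elongating RNA polymerase II, had 17 peaks over 8528 bp. The basement membrane collagen gene Col4a1 had 7382 bp covered, the pseudokinase gene Trib2 6746 bp, Kidins220 5891 bp, the RNA-binding protein gene Hnrnpl 5561 bp, and Jup, which encodes the junction protein plakoglobin, 5523 bp.

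Several of the genes with the most bases under Setd2-KO peaks were zinc finger genes, and each of the 10 also carried control peaks. Zfp110 (chromosome 7, 12834761 to 12850577) had 12304 bp covered in Setd2-KO and 13417 bp in control PTECs, 77.8% and 84.8% of the gene. Zfp810 (chromosome 9, 22276748 to 22307648) had 10484 bp and 18076 bp, Zfp606 8915 bp and 10143 bp, Zfp942 8742 bp and 13507 bp, Zfp369 8545 bp and 10264 bp, and Zfp68 8436 bp and 9392 bp. Among genes with other names, Plec, which encodes the cytoskeletal linker plectin, had 10482 bp and 15020 bp, and the protocadherin gene Fat1 (chromosome 8, 44935447 to 45052257) had 7419 bp and 8511 bp. 2610008E11Rik had 9386 bp and 14719 bp, and the predicted gene Gm49345 7132 bp and 8374 bp. Zinc finger genes have similar sequences. The median Setd2-KO peak in genes named Zfp, Zscan, Zkscan or Zik had 97.3% of its 32-base words unique in the genome, against 100% for other Setd2-KO peaks. The lower quartiles were 83.2% and 94.5%. At least 90% of words were unique in 67.6% of these zinc finger peaks and in 79.8% of the other Setd2-KO peaks. Genes marked in Setd2-KO PTECs alone carried far less: Gm5141 had 1051 bp, Tmem9b 959 bp, Acnat1 895 bp, Cmtr2 870 bp, Cpne3 857 bp, Galk2 849 bp, Selenoo 751 bp, Stx17 736 bp, Acadl 693 bp and Ppp1r2 678 bp.

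**Figure D3:**
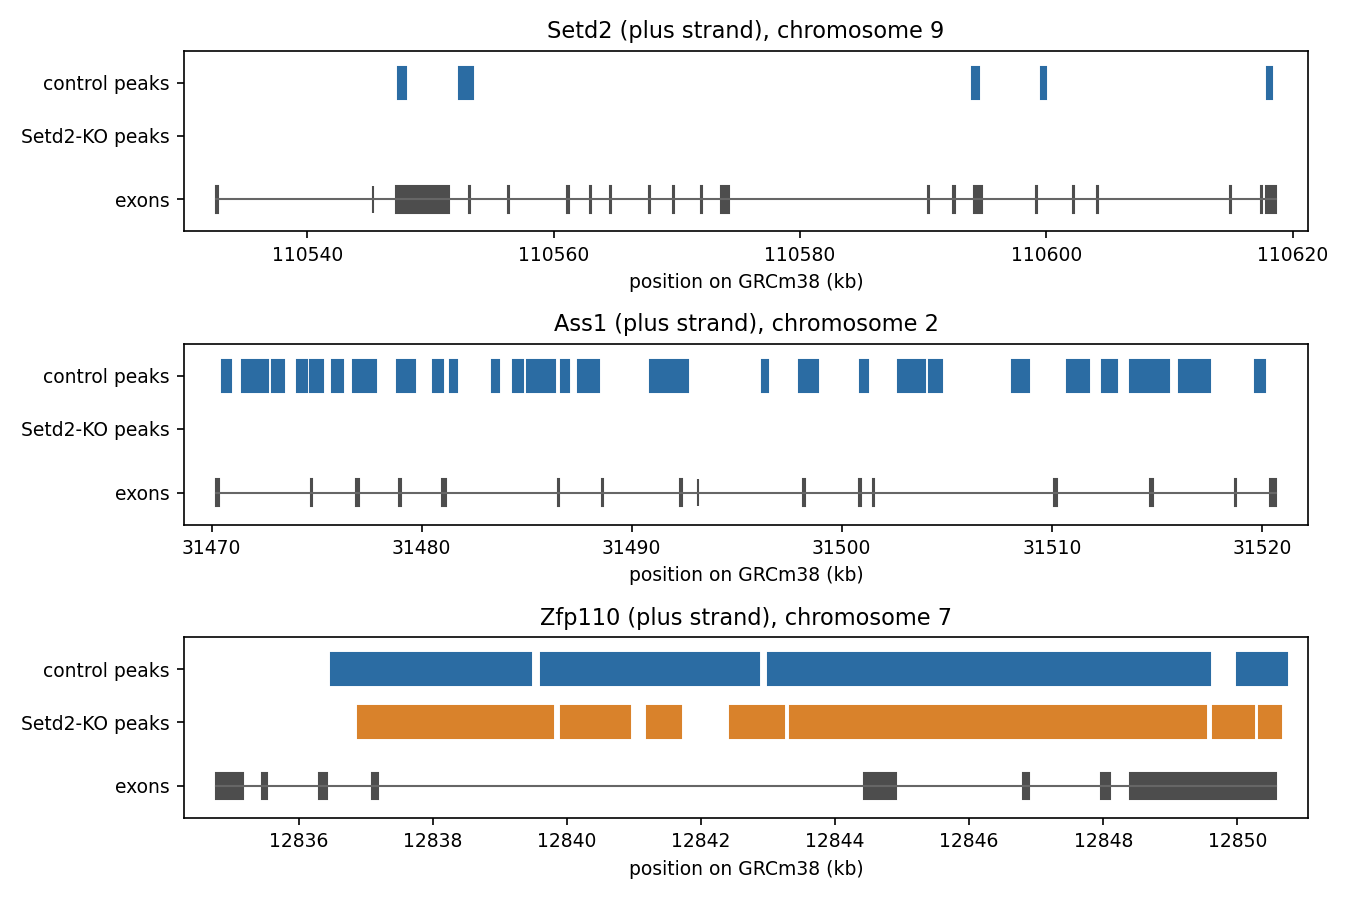
Peaks of the control (blue) and Setd2-KO (orange) lists, drawn to scale over the exons (grey boxes) of Setd2, Ass1 and Zfp110, with the position on GRCm38 in kb. Setd2 and Ass1 held 5 and 27 control peaks and 0 Setd2-KO peaks, and Zfp110 held 4 control and 7 Setd2-KO peaks.

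Gene lists fixed before the data were examined asked which cell types and pathways carried the mark. Proximal tubule markers stood out among the cell type lists: 13 of 17 carried a control peak, where length-matched random lists had a mean of 3.51 and 100% of them had fewer. Slc34a1 had 6219 bp under control peaks and 3086 bp under Setd2-KO peaks, the fatty acid transporter gene Slc27a2 5790 bp and 1611 bp, and the transcription factor gene Hnf4a 1572 bp and 314 bp. Acsm2 (4334 bp) and Lrp2 (3606 bp), which encodes the endocytic receptor megalin, had control peaks only. In all, 4 of the 13 marked members kept a Setd2-KO peak, where lists matched on control covered length had a mean of 6.92 and a central 95% of 4 to 10. No control or Setd2-KO peak was called in any of the 20 markers of the loop of Henle, distal tubule and collecting duct, the 18 fibroblast and pericyte markers or the 27 genes of other lineages. Random lists had means of 4.64, 4.16 and 4.85 members with a control peak. Of the immune cell markers, 1 of 20 (Cx3cr1) had control peaks, but its annotated body spans other genes, and its 2571 bp equal the bases under control peaks of Wdr48 (663 bp) and Csrnp1 (1908 bp), which it overlaps. Of the podocyte markers, 1 of 8 had a control peak (Podxl, 406 bp). Neither gene had a Setd2-KO peak. Endothelial markers had 3 of 15 (Egfl7 with 6622 bp, Eng with 767 bp and Kdr with 328 bp), of which Egfl7 had 479 bp under a Setd2-KO peak. The body of Egfl7 overlaps the predicted gene Gm20532, which had 4303 bp under control peaks. General renal epithelium and injury markers had 4 of 25 with a control peak, among them Tjp1 (2774 bp), and 3 with a Setd2-KO peak, of which Cdh1 (386 bp) had no control peak.

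Of the 26 lists, 9 had more members with a control peak than the central 95% of length-matched random lists and 3 had fewer, the 3 with no peak. Genes of mitochondrial energy metabolism were widely marked in control PTECs. Of the TCA cycle list, 11 of 14 had a control peak and 6 also a Setd2-KO peak. Pck1, the gluconeogenic enzyme gene, had 5096 bp and 3118 bp, and Idh1 4761 bp and 289 bp, whereas Suclg1 (3401 bp) had control peaks only. Of the respiratory chain list, 19 of 25 had a control peak and 7 of these also a Setd2-KO peak. The annotated entry of Atp5o, 1 of the 19, spans 242585 bp, so its 3142 bp under control peaks need not belong to that gene. The ATP synthase subunit genes Atp5b and Atp5a1 had 3942 bp and 3673 bp in control and 2232 bp and 738 bp in Setd2-KO PTECs. Fatty acid oxidation had 13 of 21 members with a control peak and 5 with both, with Cpt1a, the carnitine palmitoyltransferase gene, at 7478 bp and 1813 bp. The TCA cycle and respiratory chain lists exceeded 100% of random lists in members with a control peak and fatty acid oxidation 99.95%. All random lists were also exceeded by cytosolic ribosomal proteins (20 of 37, with 4 kept, Rpl3 at 2102 bp in control only) and transcription elongation factors (18 of 24, with 7 kept, Supt6 at 8528 bp in control only, and Polr2a at 6653 bp and 319 bp). H3K36 methyltransferases, demethylases and readers had 13 of 23 with a control peak (above 99.82% of random lists) and 8 with both, led by Nsd1 (6974 bp and 738 bp), Kdm2a (5472 bp and 579 bp) and Dnmt3a (4163 bp and 298 bp). Genes of clear cell renal carcinoma had 10 of 18 (above 99.69%) and 5 with both. Arid1a had 5312 bp and 289 bp, and Setd2 is itself a member. Polycystic kidney disease genes had 7 of 8 (above 99.94%) and 3 with both, with Pkd2 at 2631 bp and 690 bp. The random lists were matched on gene length and not on expression, and the mark lies on transcribed genes. A high place therefore does not set a list apart from other transcribed genes.

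The other lists of lipid and sugar metabolism lay within the central 95% of random lists, as did Wnt pathway genes. De novo sphingolipid synthesis had 5 of 21 members with a control peak, and Sptlc1, a subunit of serine palmitoyltransferase, was the 1 member with a Setd2-KO peak (2186 bp and 397 bp). Sphingolipid breakdown and turnover had 6 of 20 with a control peak and 0 with a Setd2-KO peak, with Smpd4 at 872 bp and Smpd2 at 548 bp. Fatty acid synthesis and elongation had 4 of 26, with Acly at 2194 bp in control only, and 2 members had a Setd2-KO peak (Acsl1 with 321 bp, and Acacb, which had no control peak, with 330 bp). Glycerophospholipid synthesis had 11 of 29 and 2 with both, with Lpin1 at 4145 bp and Chpt1 at 3709 bp in control only. Glycolysis had 6 of 17 and 2 with both, with Gpi1 at 4407 bp and 347 bp. Wnt pathway genes had 6 of 27 and 4 with both, with Ctnnb1, which encodes beta-catenin, at 6156 bp and 2378 bp. Of the lists that the study's proteome comparison of other mice named, amino acid metabolism had 3 of 9 (Gatm, Got2 and Shmt2), fatty acid biosynthesis 3 of 5 (Them4, Hacd3 and Hacd2) and glycolysis 2 of 6 (Pgm2 and Pfkl), with 0 Setd2-KO peaks in each, and carbohydrate absorption 2 of 8 with a control peak and 1 with both, with Slc6a19 (750 bp) in control only. These lists were chosen on proteins of other animals, as was the TCA cycle list, and not on these libraries. In no list with a control peak did the number of members still marked in Setd2-KO PTECs fall outside the central 95% of lists matched on control covered length. In several lists that range reached 0, so a lower number could not be seen. Among these were both sphingolipid lists (0 to 3 each), fatty acid synthesis and elongation (0 to 3) and glycolysis (0 to 4). Taken over the 479 distinct genes of the 26 lists, 176 had a control peak and 67 a Setd2-KO peak.

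**Figure D4:**
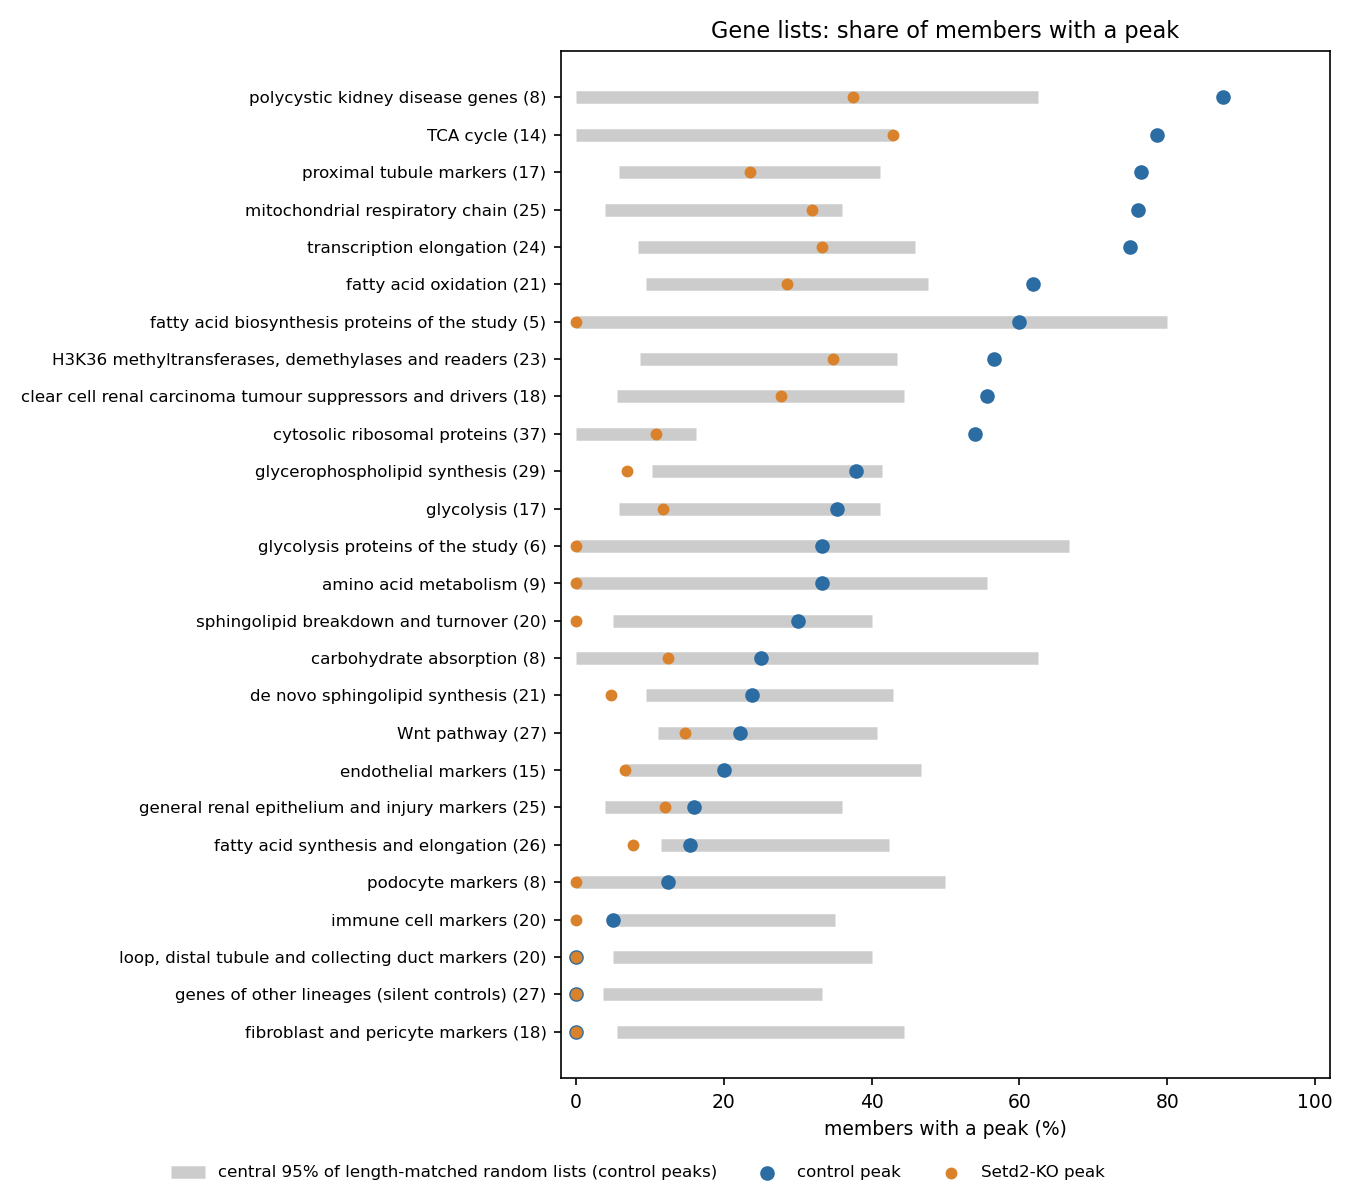
Share of the members of each gene list (%) with a control peak (blue) and with a Setd2-KO peak (orange), with the number of matched members in brackets; grey bars span the central 95% of 10000 random lists of genes of like length for control peaks. Proximal tubule markers (13 of 17 with a control peak) lay above their grey bar, and fibroblast markers, distal markers and genes of other lineages stood at 0.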

Values the study reported

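The study reported that 31.87% of the metabolic proteins altered by Setd2 loss showed changed H3K36me3 on their genes. Its peaks were called with a P value cutoff of 0.01.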

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

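No paired analysis was possible because each genotype has 1 library. The settings with a fold enrichment of at least 5 and without zinc finger genes were chosen after seeing the data. Of 131 values under alternative settings, 74 stayed within the 95% counting interval of the reported value (shares and ratios) or within 1.5 times of it (counts), and 57 moved. The control list was the larger under every setting run, and the strongest control peaks overlapped a Setd2-KO peak more often than the weakest in all 4 settings that ranked them. At a fold enrichment of at least 10, 10 control peaks in 10 genes (100% in gene bodies) and 0 Setd2-KO peaks were left, so no ratio could be given, 0% of control peaks were shared, 0 genes had both, 10 had control peaks alone and 0 Setd2-KO peaks alone, and the gene lists had 2 members with a control peak and 0 with a Setd2-KO peak, with 1 list above and 0 below the central 95%. At a -log10 q of at least 5, 12.3% of control peaks were shared and 32.3% of control-marked genes had a Setd2-KO peak. Joining peaks within 3 kb left 7043 control peaks, a number ratio of 3.53, a length ratio of 5.54, shared shares of 17.2% (control) and 63.8% (Setd2-KO), and 95.8% of Setd2-KO peaks in gene bodies. Shared shares were 10.8% and 52.4% when 50% of the shorter peak had to overlap, and 21.4% and 78.0% when peaks within 1 kb counted. Any base in a gene put 97.3% of control peaks in gene bodies, and all annotated genes put 97.8% of control and 96.95% of Setd2-KO peaks there. With at least 2 peaks per gene, 2567 genes had control peaks, 567 Setd2-KO peaks, 502 both and 65 Setd2-KO peaks alone, and 19.6% of control-marked genes had both. At a fold enrichment of at least 5 there were 693 control and 205 Setd2-KO peaks (ratio 3.38, shared 19.2% and 68.3%), and 549 genes had control peaks, 145 Setd2-KO peaks, 112 both, 437 control peaks alone and 33 Setd2-KO peaks alone (20.4% of control-marked genes with both). Without zinc finger genes the number ratio was 4.97, shared shares were 11.2% and 57.8%, 32.3% of control-marked genes had a Setd2-KO peak, coding exons held 10.3% of control and 11.8% of Setd2-KO peaks, chromosome 17 had a ratio of 3.13, and 23.1% of the strongest control peaks were shared. Ranked by -log10 q, the weakest and strongest groups stood at 7.60% and 31.0%, and ranked by length at 5.85% and 32.02%. The cause was not tested for any of these moves.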

Other observations

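The genes in the first 2 paragraphs were chosen after their values were seen, as were the tests of depth, of uniform loss, of the genotype, of the strength of zinc finger peaks, of copies missing from the assembly and of the number of genes on X. Long non-coding RNA genes outside coding genes also carried the mark. Of the non-coding genes, 76 had a control peak outside protein-coding genes, 38 a Setd2-KO peak and 35 both. Malat1 (chromosome 19, 5795690 to 5802672) had 5544 bp under control and 5133 bp under Setd2-KO peaks, and the neighbouring Neat1 2348 bp and 1918 bp, whereas Tug1 had 2553 bp and 569 bp. The pseudogene Zfp939 had 6782 bp and 5922 bp.

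Gene families taken by the start of their symbol differed in how many members carried a control peak. None of 1134 Olfr genes (olfactory receptors) or 330 Vmn genes (vomeronasal receptors) carried a peak in either list. Among Eif genes (translation initiation factors) 34 of 55 had a control peak, among Vps genes (vesicle sorting) 23 of 35, and among Rpl genes (ribosomal proteins) 24 of 54, each above all 10000 length-matched random lists. Expression was not matched in these lists. Mitochondrial ribosomal Mrpl genes had 10 of 49 with a control peak and 0 of these with a Setd2-KO peak. Matched lists had a central 95% of 0 to 4, so a number below that range could not be seen. Slc genes (transporters) had 64 of 371, where random lists had a mean of 91.2.

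The Setd2-KO list was smaller than the control list by 4.48-fold. A difference in ChIP depth was argued against by the background pileups, whose ratio was 0.994. A uniform loss of enrichment could come from a weaker immunoprecipitation or from like cells that kept Setd2. It would keep control peaks of like pileup and length about equally often. Zinc finger control peaks were kept 22.7 percentage points more often than other control peaks of like pileup and length. The 95% bootstrap interval over genes was 18.6 to 27.2. These genes were chosen after their kept peaks were seen. Cells that kept Setd2 but were marked at other genes would give an uneven loss, which this comparison cannot address. The size of the loss stays open, since many peaks lay near the calling limit: scaling the enrichment of every control peak by 0.584 would leave as many peaks as the Setd2-KO list holds, a factor between the bounds set for a moderate and a large loss. The genotype remains a candidate explanation that cannot be told apart from other differences between the cultures, because there was 1 library per genotype.

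Zinc finger genes (symbols starting with Zfp, Zscan, Zkscan or Zik) kept their peaks more often than others. The group was taken by symbol only, so any zinc finger gene under another symbol counts among the others. Of 209 with a control peak, 159 (76.1%, 95% CI 69.9 to 81.4) had a Setd2-KO peak, against 1316 of 4069 other genes (32.3%, 95% CI 30.9 to 33.8), and theirs was the 1 family of 31 above all random lists. Longer or stronger control peaks were argued against as the whole cause, since 100% of random lists matched on control covered length (mean 97.8) or on highest fold enrichment (mean 108) kept fewer. Part of the difference went with strength and length. Of control peaks in zinc finger genes 50.2% were kept, against 10.7% of other control peaks in coding genes. Among those of like pileup and length 27.5% were kept. Copies missing from the assembly were argued against by a median local background of 1.02 times the genome-wide value, and reads shared between paralogs by a median of 97.3% unique 32-base words, with 48.2% (178 of 369) of control peaks with at least 90% unique words kept against 50.2% of all. No biological explanation was tested.

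Chromosome X held 8 control peaks, 0.844 per 100 protein-coding genes against 58.7 on the autosomes. Fewer genes on X were argued against, as X holds 4.33% of protein-coding genes and 0.0653% of control peaks. The data are consistent with a single X copy in cells from males, in which the pileup lies under the calling limit: 2.64% of autosomal control peaks on genome-wide background would reach that limit with their pileup halved, and X had 1.44% of the autosomal number of peaks per gene. A lower level of the mark on X would lower the pileup in the same way and was not tested. The labels do not give the sex of the mice, but a peak in Ddx3y on chromosome Y was called in both lists.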
